# Linking erythropoietin to Treg-dependent allograft survival through myeloid cells

**DOI:** 10.1172/jci.insight.158856

**Published:** 2022-05-23

**Authors:** Julian K. Horwitz, Sofia Bin, Robert L. Fairchild, Karen S. Keslar, Zhengzi Yi, Weijia Zhang, Vasile I. Pavlov, Yansui Li, Joren C. Madsen, Paolo Cravedi, Peter S. Heeger

**Keywords:** Transplantation, Adaptive immunity, Cellular immune response, Mouse models

## Abstract

Erythropoietin (EPO) has multiple nonerythropoietic functions, including immune modulation, but EPO’s effects in transplantation remain incompletely understood. We tested the mechanisms linking EPO administration to prolongation of murine heterotopic heart transplantation using WT and conditional EPO receptor–knockout (EPOR-knockout) mice as recipients. In WT controls, peritransplant administration of EPO synergized with CTLA4-Ig to prolong allograft survival (*P <* 0.001), reduce frequencies of donor-reactive effector CD8^+^ T cells in the spleen (*P <* 0.001) and in the graft (*P <* 0.05), and increase frequencies and total numbers of donor-reactive Tregs (*P <* 0.01 for each) versus CTLA4-Ig alone. Studies performed in conditional EPOR-knockout recipients showed that each of these differences required EPOR expression in myeloid cells but not in T cells. Analysis of mRNA isolated from spleen monocytes showed that EPO/EPOR ligation upregulated macrophage-expressed, antiinflammatory, regulatory, and pro-efferocytosis genes and downregulated selected proinflammatory genes. Taken together, the data support the conclusion that EPO promotes Treg-dependent murine cardiac allograft survival by crucially altering the phenotype and function of macrophages. Coupled with our previous documentation that EPO promotes Treg expansion in humans, the data support the need for testing the addition of EPO to costimulatory blockade-containing immunosuppression regimens in an effort to prolong human transplant survival.

## Introduction

Despite improvements in the care of heart transplant recipients, outcomes remain suboptimal, with graft half-lives only approximating 11 years (1, 2). Cardiac allograft failure is commonly associated with T cell–dependent coronary vasculopathy with or without evidence of antibody-mediated injury, which implies inadequate immunosuppression and is a common contributor to graft loss. Calcineurin inhibitors (CNIs) comprise the core standard-of-care immunosuppression for heart transplantation in the United States and are highly effective at inhibiting T cells. However, their off-target morbidities, including kidney toxicity, are significant, highlighting the need for developing novel treatment strategies to improve heart transplant outcomes (1, 3). Importantly, CNIs have been shown to nonspecifically inhibit all T cell subsets, including Tregs (4, 5).

CD4^+^ Tregs are vital negative regulators of alloresponses induced to transplanted organs. They suppress the functions of pathogenic alloreactive T cells, are essential for transplant tolerance in preclinical models, and are associated with improved transplant outcomes in human transplant recipients (6–11). Studies initially performed in mouse models showed that CNI administration prevents Treg-dependent allograft tolerance, and translational work in humans demonstrated dysfunctional Tregs in CNI-treated transplant recipients (4, 5, 12). Identification of new CNI-free treatment strategies that facilitate Treg function is thus an important goal for the field.

While promising (13, 14), the efficacy of adoptively transferring ex vivo expanded Tregs into organ transplant recipients is unproven. Furthermore, the approach is costly and labor intensive, lowering the likelihood that it will become routinely available in the near future. Development of distinct in vivo pharmacological approaches that inhibit the function of pathogenic effector T cells while promoting graft-protective properties of Tregs in the absence of CNIs would address this unmet medical need and if achieved, could be transformative.

Erythropoietin (EPO) is a hormone produced predominantly by kidney perivascular interstitial fibroblasts but also by fetal liver cells and monocytes/macrophages (15). It stimulates hematopoiesis via ligation of a homodimeric EPO receptor (EPOR) on RBC precursors that initiates a JAK2/STAT5-dependent signaling cascade and prevents their apoptosis (15). Emerging evidence from our research group, among others, showed EPO/EPOR ligation has pleiotropic immunoregulatory properties that are distinct from EPO’s ability to stimulate RBC production (16–19). These studies showed that EPO binds to the homodimeric EPOR expressed on T cells and antigen-presenting cells (APCs) to (a) inhibit proliferation of naive and memory CD4^+^ and CD8^+^ T cells; (b) prevent CD4^+^ Th1, Th17, and Tfh cell differentiation and expansion; and yet (c) facilitate Treg generation and expansion.

The protolerogenic mechanisms initiated by EPOR signaling suggest that promoting EPOR activation on immune cells could be a Treg-promoting immunosuppression strategy capable of improving heart transplant survival and potentially inducing transplant tolerance. Herein, we employed a preclinical murine system to test this hypothesis.

## Results

Building upon our previous findings (19), we tested the effects of a single dose of CTLA4-Ig plus short-term recombinant EPO therapy as a CNI-free strategy to prolong fully MHC-disparate cardiac allograft survival. We transplanted BALB/c hearts into B6 recipients with or without EPO (5000 U/day for 3 days) and with or without 150 μg of CTLA4-Ig on day 2 after transplant (Figure 1A). Graft survival analyses (Figure 1B) showed that CTLA4-Ig alone increased median survival time (MST) to 17 days versus 7 days in untreated (or IgG control treated) recipients (*P <* 0.05). Peritransplant EPO therapy alone (without CTLA4-Ig) had no effect (MST 8 days, *P =* NS vs. untreated controls, *P <* 0.05 vs. CTLA4-Ig), but the same 3-day peritransplant EPO administration synergized with the CTLA4-Ig to prolong graft survival to 34 days (*P <* 0.05 vs. CTLA4-Ig alone).

To discern mechanisms underlying this effect, we crossed our previously generated B6 EPOR conditional knockout mouse (EPOR^fl/fl^; ref. 18) with mice that express Cre under control of the LysM promoter (EPOR^fl/fl^ LysM-Cre), generating animals that lacked EPOR on myeloid cells. Studies of EPOR signaling on myeloid cells isolated from these animals confirmed specific absence of EPOR-induced STAT5 phosphorylation (Figure 1, C and D). Transplantation of BALB/c hearts into groups of CTLA4-Ig/EPO–treated EPOR^fl/fl^ recipients and similarly treated and previously verified EPOR^fl/fl^ CD4-Cre (18) recipients (lack EPOR on essentially all CD4^+^ and CD8^+^ T cells; ref. 20) resulted in equivalent prolonged heart graft survival (MST 32 days, *P =* NS, Figure 1E), indicating that T cell–expressed EPOR was not required for the EPO-induced graft prolongation. In contrast, when we transplanted BALB/c hearts into CTLA4-Ig/EPO–treated EPOR^fl/fl^ LysM-Cre recipients (Figure 1E), we observed shortened graft survival versus either of the other groups. EPO no longer synergized with CTLA4-Ig, indicating that EPOR on myeloid cells was required for the synergistic enhancement of allograft survival by EPO plus CTLA4-Ig treatment (MST 18 days, *P =* NS vs. CTLA4-Ig–treated EPOR^fl/fl^ controls). Control studies showed untreated EPOR^fl/fl^ and EPOR^fl/fl^ LysM-Cre recipients rejected BALB/c hearts by day 9, not different from the WT B6 controls shown in Figure 1B.

When we analyzed frequencies of donor-reactive IFN-γ– and TNF-α–producing T cells from spleens of additional groups of EPOR^fl/fl^ and EPOR^fl/fl^ LysM-Cre recipients on day 14 after transplant, we observed higher frequencies in the CTLA4-Ig/EPO–treated EPOR^fl/fl^ LysM-Cre recipients (Figure 2, A and B). Analyses of graft-infiltrating, donor-reactive, IFN-γ– and TNF-α–producing CD8^+^ T cells also revealed higher frequencies in the EPO/CTLA4-Ig–treated EPOR^fl/fl^ LysM-Cre mice versus the EPO/CTLA4-Ig–treated EPOR^fl/fl^ controls (Figure 2, C and D). To assess effects of EPO on expansion of donor-reactive CD8^+^ T cells and CD4^+^Foxp3^+^ Tregs, we next quantified total numbers of each of these populations in the spleens of EPOR^fl/fl^, EPOR^fl/fl^ CD4-Cre, and EPOR^fl/fl^ LysM-Cre heart allograft recipients treated with CTLA4-Ig/EPO on day 14 after transplant (Figure 3, A and B). These analyses showed higher absolute numbers of donor-reactive IFN-γ producers in the EPOR^fl/fl^ LysM-Cre recipients, yet no differences between those from EPOR^fl/fl^ and EPOR^fl/fl^ CD4-Cre recipients. The analyses also showed no differences in total numbers of CD4^+^Foxp3^+^ T cells among the groups. Calculated ratios of donor-reactive CD8^+^ T cells to CD4^+^Foxp3^+^ T cells showed significantly higher values in the spleens of EPO-treated EPOR^fl/fl^ LysM-Cre versus EPOR^fl/fl^ or EPOR^fl/fl^ CD4-Cre recipients (Figure 3B). Together, the data indicated that EPO reduced donor-reactive T cell expansion and did so via ligating EPORs expressed on myeloid cells, not through directly stimulating T cell–expressed EPOR.

Although we did not observe differences among the groups of transplant recipients in the frequencies or total numbers of the splenic CD4^+^Foxp3^+^ T cell repertoire, it remained possible that after transplantation, EPO/EPOR ligation on myeloid cells promoted differentiation/expansion of the subset of donor-reactive Tregs (which then contributed to the reduced expansion of effector T cells). To directly test this hypothesis in vivo, we adoptively transferred purified Foxp3-GFP^+^TEa^+^CD4^+^ T cell receptor–transgenic (TCR-transgenic) T cells (*H-2^b^*, Vα2^+^ TCR reactive to I-A^b^ plus a peptide from the donor I-E^d^α chain) into groups of EPOR^fl/fl^ and EPOR^fl/fl^ LysM-Cre mice (Figure 3C, schematic) followed by transplantation with BALB/c hearts and treatment with CTLA4-Ig/EPO as in the previous experiments. When we quantified Foxp3-GFP positivity within the TEa cells on day 14 after transplant (Figure 3, D and E), we observed that treatment with CTLA4-Ig alone induced an approximately 50% increase in the frequency of Foxp3^+^Va2^+^CD4^+^ T cells in the EPOR^fl/fl^ allograft recipients (noting that the adoptively transferred TEa cells contained 3% Foxp3-GFP^+^ cells at baseline). CTLA4-Ig plus EPO induced a 3- to 4-fold increase in the frequencies of Foxp3^+^Vα2^+^CD4^+^ T cells in EPOR^fl/fl^ recipients. In contrast, frequencies of Foxp3^+^Vα2^+^CD4^+^ T cells in CTLA4-Ig/EPO–treated EPOR^fl/fl^ LysM-Cre recipients did not differ from control animals treated with CTLA4-Ig alone. Quantification of the absolute numbers of splenic Foxp3^+^Va2^+^CD4^+^ T cells in each animal (Figure 3F) showed significantly more donor-reactive Foxp3^+^ TEa cells in the CTLA4-Ig/EPO–treated EPOR^fl/fl^ recipients versus either CTLA4-Ig/EPO–treated EPOR^fl/fl^ LysM-Cre recipients or the EPOR^fl/fl^ recipients treated with CTLA4-Ig (no EPO).

Understanding that induction therapy with EPO prolongs myeloid cell–dependent graft survival and expanded populations of donor-reactive Tregs, we next tested whether prolonged EPO administration induced immune tolerance. We transplanted BALB/c hearts into CTLA4-Ig–treated recipients and treated the animals with EPO 3 times per week for 60 days, monitoring hematocrits and holding EPO doses when hematocrits increased to more than 60% (Figure 4A). These experiments showed heart grafts survived beyond 100 days in 8 of 10 recipients (Figure 4B). Nonetheless, histological examination of beating allografts on day 65 showed diffuse mononuclear cell infiltration (3 of 4 analyzed) and vasculopathy (2 of 4 analyzed), consistent with acute and chronic allograft rejection (Figure 4C).

In addition to signaling through EPOR homodimers, EPO binds to a low affinity heterodimer composed of 1 EPOR chain and the β common receptor chain CD131 (15, 21). Evidence suggests that EPO binding to EPOR/CD131 heterodimers can mediate some of EPO’s nonerythropoietic effects, including those involved in tissue and immune homeostasis and repair (15, 21–23). ARA290 is a nonerythropoietic EPO derivative that specifically ligates the EPOR/CD131 heterodimer with high affinity; it does not bind to or signal via the EPOR homodimer (24, 25). We administered ARA290 at 0.5 mg/kg 3 times a week to CTLA4-Ig–treated EPOR^fl/fl^ and EPOR^fl/fl^ LysM-Cre recipients of BALB/c heart grafts, a dose previously shown to be effective in vivo in other murine models (refs. 24, 26–28; Figure 4D). These experiments showed that the addition of ARA290 did not prolong heart graft survival beyond that induced by CTLA4-Ig regardless of EPOR expression on myeloid cells (Figure 4E). This result supports the conclusion that EPO’s therapeutic effects in this transplant system require EPO/EPOR homodimer ligations and do not involve the CD131/EPOR heterodimer.

To provide additional insight into mechanisms linking myeloid cell EPOR signaling to the observed prolongation of allograft survival, we profiled splenic monocyte gene expression in naive B6 mice with or without CTLA4-Ig and with or without EPO after i.v. administration of BALB/c spleen cells (Figure 5A schematic, *n =* 4/group), a stimulus we previously showed induces potent pathogenic alloimmune responses (29). Seven days later, we isolated RNA from splenic CD11b^+^CD11c^–^ myeloid cells and quantified and compared gene expression profiles among the groups using a macrophage-gene–enriched NanoString code set. 

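The panel counts mRNA molecules directly with colour-coded probes, without amplification, and the values analysed here cover 734 genes in 16 B6 mice, 4 in each of 4 groups. Naive mice received nothing. The mice of the other groups were given BALB/c spleen cells with no further treatment, with CTLA4-Ig (150 μg on day 2), a fusion protein that blocks CD28 costimulation, or with CTLA4-Ig and EPO (5000 U/kg daily), and their spleens were taken on day 7. The route of the cell injection is i.v. in the paper's results and i.p. in the sample labels, which also describe the injected cells as depleted of T cells. The cells profiled are CD11b+CD11c- in the results, and CD11b+ cells obtained by positive selection in the methods and the labels. One protocol field of the labels gives the letter codes of the naive mice and of the mice given BALB/c spleen cells alone the other way round from the sample names and treatment fields. The samples were grouped here by name and treatment, so any comparison of naive mice with mice given BALB/c spleen cells alone rests on those names.

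The authors deposited log2 values, normalized by them in limma. In each sample, the values were the log2 of whole numbers (100% of values, to within 0.001) times a single factor, so the molecule counts could be recovered up to the floor, a lowest count of 1 that may stand for 0. The recovered totals ranged from 562760 to 843830 counts in naive mice (median 793245), from 700091 to 843363 after BALB/c spleen cells alone (median 783244), from 690326 to 912328 with CTLA4-Ig (median 749672) and from 655838 to 827739 with CTLA4-Ig and EPO (median 736301). In each group, the 4 mice correlated with each other across genes at Pearson's r of 0.966 or more. The log2 values were analysed as deposited, without a filter. A single limma model of the 4 group means was fitted to all 16 mice, so that the groups shared an estimate of the spread of each gene, and genes were called at a Benjamini-Hochberg adjusted *P* value below 0.05. Fold changes are differences of mean log2 values, with standard errors from the model.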

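Expression differed among the 4 groups for 626 of 734 genes (85.3%) in limma's moderated F-test at a Benjamini-Hochberg adjusted *P* value below 0.05, and for 632 at an unadjusted *P* value below 0.05. Quantile normalization between the mice lowered the count to 553, and a filter that removed the 25% of genes with the lowest mean left 509. The removed genes were not tested, so the 509 are not out of 734. Without naive mice, 384 genes differed among the 3 groups given BALB/c spleen cells. Of the steps between groups, BALB/c spleen cells alone against naive mice changed 516 genes. Adding CTLA4-Ig changed 0 genes by limma at the adjusted threshold and 70 at the unadjusted one, where 36.7 would be called by chance alone. By the methods' t-test it changed 76 genes at the unadjusted threshold and 0 after adjustment. In 54 genes (7.36%), the mice with CTLA4-Ig did not overlap the mice given BALB/c spleen cells alone, where chance gives 2.86%. The largest difference in level between mice given BALB/c spleen cells alone and naive mice was the fall of *Acod1*, from 10.43 ± 0.24 to 4.85 ± 0.52 (SD, n = 4 each, log2), with an adjusted *P* value of 1.24e-09 in limma, followed by *Cxcr2* with a log2 fold change of -5.47 and *Csf3r* with -5.07. Among the called genes whose values did not overlap between the groups, *Cd40lg*, *Cxcr5* and *Pdcd1* rose most, by 2.46, 2.05 and 1.95 on the log2 scale, of which *Pdcd1* had a lowest recovered count of 1. Whether the makeup of the selected cells or expression within cells changed at this step was not tested.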

Analysis of differentially expressed genes among groups showed more than 500 differentially expressed genes (by 1-way ANOVA, Supplemental Figure 1 and Supplemental Table 1). 

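Between mice given BALB/c spleen cells/CTLA4-Ig and mice given BALB/c spleen cells/CTLA4-Ig/EPO, 375 of 734 genes differed in limma at an adjusted *P* value below 0.05. Of these, 167 were higher and 208 were lower with EPO. The median size of the change among them was 0.88 on the log2 scale. In 358 of the 734 genes (48.8%), the values of the 4 mice with EPO did not overlap those of the 4 mice without it, a separation that chance gives for 2.86% of genes. The unadjusted threshold of 0.05 gave 192 higher and 226 lower genes. Centring each mouse on its own median moved the division between directions most, to 126 higher and 276 lower genes, and with counts scaled by their totals, an alternative chosen after the data had been seen, 189 genes were higher and 151 lower.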

Comparison of gene expression between recipients of BALB/c spleen cells/CTLA4-Ig versus BALB/c spleen cells/CTLA4-Ig/EPO (Figure 5B) showed EPO downregulated 190 genes and upregulated 228 genes.

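Of the genes annotated in the paper's volcano plot, 7 were higher with EPO. *Retnla* rose from 5.54 ± 0.40 to 8.11 ± 0.10 (SD, n = 4 mice each, normalized log2 expression), a log2 fold change of 2.58 (standard error 0.28, limma adjusted *P* value 2.3e-06). *Mertk* rose from 7.02 ± 0.18 to 9.19 ± 0.30 (log2 fold change 2.17, standard error 0.15, adjusted *P* value 2.36e-08), and *Mrc1* from 9.32 ± 0.08 to 10.97 ± 0.19 (log2 fold change 1.65, standard error 0.11, adjusted *P* value 2.48e-08). *Chil3*, the more abundant of the M2 genes, went from 10.43 ± 0.35 to 12.27 ± 0.54, a log2 fold change of 1.84 with a larger standard error of 0.37 (adjusted *P* value 0.000696). For *Cd163*, the log2 fold change was 1.67 (standard error 0.17, adjusted *P* value 1.59e-06). *Clec5a*, the panel's entry for the gene the paper writes as *Clec5*, changed by 1.53 on the log2 scale (standard error 0.26, adjusted *P* value 0.000185). In each of these 6 genes, all 4 mice with EPO were above all 4 mice without it, and with each of these 8 mice left out in turn the log2 fold change stayed at 1.37 or more. *Tgfb1* changed less, by 0.28 (standard error 0.10, adjusted *P* value 0.0324), with overlapping values between the groups. It was no longer called in the fit of the 2 groups alone (adjusted *P* value 0.0643) or after centring on medians, nor in 5 of the 8 fits that left out a mouse of these 2 groups.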

Among the upregulated genes are those associated with various immunoregulatory/antiinflammatory macrophage phenotypes: *Retnla* and *Chil3* (also known as *Ym1*) are signature M2 genes (30–33), *Mertk* and *Mrc1* are involved in efferocytosis (34), and *CD163* and *Clec5* are expressed in alternatively activated macrophages or regulatory macrophages (35, 36). Of the genes significantly downregulated by EPO are those associated with proinflammatory/M1-like macrophages (30), including *Ccr7*, *Tnfaip3*, *Traf1*, *Cd80*, and *IL-12a* (Figure 5B). 

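*Ccr7* fell from 11.68 ± 0.14 with CTLA4-Ig to 10.16 ± 0.20 with CTLA4-Ig and EPO (SD, n = 4 mice each, normalized log2 expression), a log2 fold change of -1.52 (standard error 0.16, limma adjusted *P* value 1.48e-06). *Tnfaip3* fell from 12.55 ± 0.22 to 11.03 ± 0.33, a log2 fold change that was also -1.52 (standard error 0.16, adjusted *P* value 2.3e-06). The changes of *Traf1* (log2 fold change -0.78, standard error 0.11, adjusted *P* value 2.98e-05) and *Cd80* (log2 fold change -0.59, standard error 0.10, adjusted *P* value 0.000238) were smaller, and the groups did not overlap in either. *Il12a* was a low gene, with a mean of 35.8 recovered counts over the 16 mice, and its log2 fold change of -0.90 had a standard error of 0.30 (adjusted *P* value 0.0206). It was no longer called in 2 of the 8 fits that left out a mouse of these 2 groups, those without CTLA4-Ig replicate 4 and without CTLA4-Ig/EPO replicate 4. The other genes annotated as downregulated changed between -0.81 (*Il1b*) and -0.25 (*Traf2*) on the log2 scale, each with an adjusted *P* value below the threshold in the fit of all mice. *Traf2* and *Cxcl16* were no longer called when only the 2 groups entered the fit (adjusted *P* values 0.062 and 0.08), and *Traf2* and *Irf1* were no longer called after quantile normalization. With a mouse of these 2 groups left out, *Traf2* was lost in 4 of the 8 fits (without replicate 3 or 4 of either group), *Cxcl16* in 4 (without replicate 1 or 3 with CTLA4-Ig, or 3 or 4 with EPO) and *Cd40* in 2 (without replicate 3 or 4 with EPO, where its log2 fold change was -0.35).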

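The 20 genes depicted in the paper's heatmap were tested over the same 3 steps. BALB/c spleen cells alone against naive mice changed 14 of them at a limma adjusted *P* value below 0.05, and 14 also when adjusted over the list alone. The 6 that did not pass were *Retnla*, *Mrc1*, *Traf2*, *Cd40*, *Ripk2* and *Tnfaip3*, with log2 differences between 0.02 (*Traf2*) and 0.56 (*Retnla*, adjusted *P* value 0.0861). CTLA4-Ig changed 0 of the 20 in limma. At an unadjusted *P* value below 0.05 it changed 1 of them (*Mrc1*), and its largest difference in size was 0.33 on the log2 scale. EPO changed 20 of 20, over all genes and adjusted over the list alone, but the list was chosen by the study on these mice, so the latter is not independent evidence. The sequence of a called change, no called change and a further called change thus held for 14 genes. With 4 mice per group, a step that was not called does not show that CTLA4-Ig had no effect. Among the 14, *Cxcl16* moved by -0.30 on the log2 scale with CTLA4-Ig and by -0.50 with EPO. With a 1.5-fold minimum added to each step, the sequence held for 8 genes. The change after BALB/c spleen cells was also tested in 8 fits that each left out a mouse of that comparison. It was lost for *Nfkb1* in 6 of them, for *Mertk* in 2 and for *Tnf* in 1, and was gained for *Retnla* in 2.

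In 8 of the 14 genes, EPO moved expression against the change seen after BALB/c spleen cells, as for *Ccr7*, which was 10.01 ± 0.37 in naive mice and 11.76 ± 0.05 after BALB/c spleen cells (SD, n = 4 each, log2), and *Clec5a*, at 8.38 ± 0.61 and 4.75 ± 0.34. In the other 6, among them *Il1b*, *Tnf*, *Irf1* and *Cd80*, EPO moved it further in the same direction. *Il1b* was 14.00 ± 0.30 in naive mice, 9.82 ± 0.09 after BALB/c spleen cells, 10.06 ± 0.28 with CTLA4-Ig and 9.25 ± 0.22 with CTLA4-Ig and EPO. The differences from naive mice depend on the scaling between groups. After centring each mouse on its median, *Il1b* stayed lower after BALB/c spleen cells (log2 difference -3.45), whereas *Cd80* and *Tnf* were no longer lower (log2 differences 0.10 and 0.24, neither past the threshold), and 15 of the 20 genes showed the sequence. In 11 of these 15, EPO moved expression against the change after BALB/c spleen cells, and in 4 in the same direction. *Nfkb1*, among the 6 on the authors' scale, joined the 11, with a log2 difference from naive mice of 0.52 in place of -0.21.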

Comparative analysis of genes among treatment groups (Figure 5C) showed that for approximately 20 of the depicted genes, injection of allogeneic spleen cells altered their expression versus naive controls; additional treatment with CTLA4-Ig did not have an effect, while addition of EPO markedly altered their expression. Gene ontology analyses of all differentially expressed genes between animals treated with allogeneic spleen cells and CTLA4-Ig with or without EPO (Figure 5D), revealed EPO administration upregulated genes within the biological processes of response to wounding, regulation of cytokine production, and regulation of cell proliferation, among others. 

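Gene ontology terms were not analysed here. Lists of genes written from general knowledge, which are not the members of those terms, were compared with the other genes of the panel by limma's camera test with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over 13 lists. Proliferation genes rose with EPO, each of the 5 in the panel past the threshold, with a median log2 fold change of 1.22 (adjusted *P* value 0.00331). Among them were *Birc5* (1.88) and *Top2a* (1.18). The list of wound response and matrix genes moved both ways. Of its 13 genes, 4 were higher, led by *Fn1* with a log2 fold change of 2.33, and 3 were lower, among them *Mmp12* (-1.92) and *Vegfa* (-1.72). Its median change was 0.29 and its mean change 0.09, the fry test gave it the opposite direction, and the list did not stand apart from the other genes (adjusted *P* value 0.616). Efferocytosis genes had a median log2 fold change of 1.65 (11 genes, adjusted *P* value 0.000259), with *C1qa* at 2.01 and *Pros1* at 2.03 beside the 2 genes annotated by the paper. Of the 11, 8 were called higher, *Tgm2* was called lower (-0.32), and *Cd36* and *Stab1* were not called. Red pulp macrophage genes had a median of 1.72 (13 genes, adjusted *P* value 2.51e-08). Of these genes, 12 were called higher. The efferocytosis and red pulp macrophage lists share *C1qa*, *C1qb*, *C1qc*, *Timd4*, *Mertk* and *Mrc1*, so their results are not independent. Of the efferocytosis genes that are not shared, only *Anxa1* (0.99) and *Pros1* were called higher. Neutrophil genes (median 1.21, adjusted *P* value 0.0197) and interferon response genes (median 0.35, adjusted *P* value 0.0367) were also higher. With each of the mice compared left out, the interferon response median lay between 0.23 and 0.42, and after centring on medians it was 0.15. Of the 12 neutrophil genes, 7 were called higher, led by *Ctsg* (3.12), *Mpo* (2.88) and *Elane* (2.54). *Il1r2* of that list fell by 3.08, and *Csf3r*, *Cxcr2*, *Ly6g* and *Mmp8* were not called. Classical monocyte genes were not called (median 0.54, adjusted *P* value 0.121). With the correlation between genes estimated from the data, 0 of the 13 lists passed, while the fry test called 12 of the 13, all but the wound response and matrix list. The estimates lay between 0.10 and 0.82, so the preset correlation of 0.01 gives smaller camera *P* values for these lists.

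**Figure D1:**
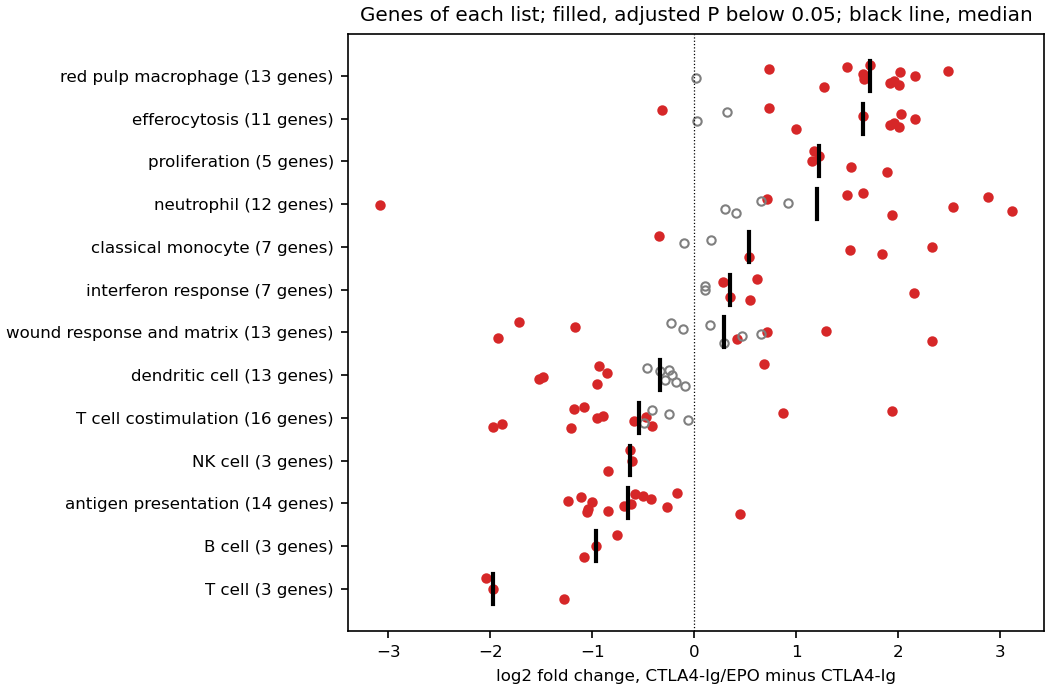
Log2 fold change between mice given BALB/c spleen cells/CTLA4-Ig/EPO and BALB/c spleen cells/CTLA4-Ig for each gene of 13 lists. Filled dots are genes with a limma adjusted *P* value below 0.05, open dots are other genes and black lines are medians, from 1.72 for red pulp macrophage genes to -1.97 for T cell genes.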

The biological processes downregulated by EPO (comparing BALB/c spleen cells/CTLA4-Ig vs. BALB/c spleen cells/CTLA4-Ig/EPO) included positive regulation of lymphocyte activation, positive regulation of T cell activation, positive regulation of immune response, positive regulation of leukocyte-mediated cytotoxicity, and positive regulation of lymphocyte activation, all consistent with an antiinflammatory macrophage profile.

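In the same tests, the lists tied to T cells and their activation were lower with EPO. The 16 genes of T cell costimulation had a median log2 fold change of -0.54 (limma's camera test, adjusted *P* value 0.0268), of which 10 were lower and 2, *Il15* and *Il18*, were higher. *Cd274*, which encodes the inhibitory ligand PD-L1, was among the lower genes, with a log2 fold change of -1.21. Antigen presentation genes had a median of -0.65 (adjusted *P* value 0.000259), and 13 of the 14 were lower, including the class II genes *H2-Ab1* (-1.04), *H2-Eb1* (-1.24) and *Cd74* (-1.05), while *Cd1d1* was higher (0.45). The 3 T cell genes of the panel list, *Ctla4*, *Cd28* and *Cd247*, fell with a median of -1.97 (adjusted *P* value 0.00803), and the 3 B cell genes with a median of -0.97 (adjusted *P* value 0.0267). Which of the selected cells expressed these genes was not tested. The genes of NK cells, *Gzma*, *Klrk1* and *Nkg7*, were each lower (median -0.63), but as a list they did not pass (adjusted *P* value 0.137). Dendritic cell genes had a median of -0.34 and passed narrowly (adjusted *P* value 0.0461, and 0.0541 with the replicate number as a block). In that list, *Irf8* was held back by a single naive mouse with a recovered count of 1 (its log2 fold change with EPO was -0.46, adjusted *P* value 0.809 with that mouse and 0.00522 without it). From the processes that were lower with EPO in its gene ontology analysis, the paper proposes an antiinflammatory macrophage profile.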

## Discussion

Increasing evidence indicates that EPO has pleiotropic effects on various immune cells (15, 17–19, 37–39), yet the mechanisms underlying EPO-induced allograft survival have remained unclear. Although previously published in vitro studies showed that EPO can directly inhibit effector T cell expansion, differentiation, and function by ligating T cell–expressed EPOR (16, 19), our newly generated data in murine recipients of cardiac allografts did not support this mechanism; recipient absence of T cell–expressed EPOR did not alter kinetics of heart graft survival, nor did it alter the strength/cytokine profiles of the induced donor-reactive effector T cell responses when compared with control WT recipients (that expressed EPOR on T cells). Rather, our current studies using conditional knockout mice as heart allograft recipients showed that EPO/EPOR ligations specifically on myeloid cells (a) reduced frequencies of donor-reactive effector T cells, (b) augmented frequencies and absolute numbers of donor-reactive Tregs, (c) induced regulatory/antiinflammatory cell gene expression profiles in macrophages, and (d) conferred long-term cardiac allograft survival. The data support the conclusion that the effects of EPO on donor-reactive T cell immunity in this transplant system were indirect; induction of a set of protective macrophages promoted donor-reactive Treg expansion that together limited generation/function of a pathogenic effector T cell response to promote graft survival.

Our data also provide insight into the complexities of the EPO-induced effects on macrophages. The gene expression profiling analyses indicated that the EPO-induced, protective macrophage phenotype did not fit the traditional paradigm of proinflammatory M1 versus antiinflammatory (pro-healing) M2 macrophage subsets originally described in the early 2000s (40). We found that EPO administration did reduce expression of a subset of genes known to be involved in recruitment and differentiation of proinflammatory M1-like macrophages (*Ccr7*, *Tnfaip3*, *Traf1*, *Cd80*, and *IL-12a*) and did upregulate a subset of signature antiinflammatory M2 macrophage genes, including *Retna* and *Chil3* (also called *Ym1*). We additionally observed that EPO upregulated macrophage production of efferocytosis-related molecules *Mertk* and *Mrc1* in response to allogeneic stimuli, suggesting a role for macrophage-mediated efferocytosis, i.e. quiescent clearance of apoptotic/dead cells (41), in prolonging transplant survival. The data also indicated that EPO induced some genetic and functional signatures characteristic of regulatory macrophages, which we and others have shown can inhibit effector T cells as well as promote generation and expansion of suppressive donor-reactive Tregs (19, 42).

We speculate that these EPO-induced, heterogeneous gene expression alterations likely reflect multiple macrophage subsets with distinct functional and migratory abilities, which together are required for the protective effects in this transplant system. Although this hypothesis will require additional study, we note that previous work by others uncovered varied yet distinct effects of EPO on macrophage function in various other disease models. EPO was shown to promote antiinflammatory and M2 gene expression profiles in murine models of acute kidney injury (43) and experimental colitis (44, 45) and was linked to macrophage efferocytosis in a model of kidney nephritis (37). EPO has also been shown to increase frequencies of Tregs in murine experimental allergic encephalomyelitis (42), although a role for macrophages was not addressed. Thus, our data implicating broad and varied effects of EPO on macrophage gene expression and implied function provide insight into the aforementioned publications by showing that EPO has the ability to reduce inflammation and improve outcomes through all of the mechanisms observed in these various disease model systems.

Independent of a role for EPO, our research group among others previously provided mechanistic links among macrophage subset differentiation and graft outcomes. Costimulatory blockade promotes induction of regulatory macrophages capable of inhibiting effector T cells and fostering expansion of Tregs (36, 46). Additional work showed that exposure to various in vivo stimuli causes epigenetic alterations in macrophages that result in a pathogenic, “trained,” innate memory macrophage phenotype (47) that prevents allograft tolerance. Moreover, therapeutic strategies targeting activation of trained immunity can promote generation of regulatory macrophages (47), which are essential for inducing transplant tolerance in mice (36). Our data add to these findings by demonstrating that EPO/EPOR signaling on macrophages is one signal capable of shifting the balance toward immune regulation.

We note that while the combination of EPO and CTLA4-Ig tested herein had potent and broad immunoregulatory effects on myeloid cells that resulted in prolonged graft survival during its administration, the immunomodulation protocol that we used did not reproducibly result in immune tolerance. Nonetheless, our findings demonstrated proof of principle that this treatment strategy, if optimized, could be applied clinically for prevention of transplant rejection and could potentially be effective as a therapy for selected T cell–dependent autoimmune diseases. Because EPO promotes expansion of donor-reactive Tregs in vivo, EPO administration is a therapeutic strategy that could bypass the complexities and expense required for ex vivo Treg expansion and reinfusion in these contexts. In fact, pilot studies performed in patients with chronic kidney disease (19) and patients with autoimmune liver disease (48) indicate that clinically employed doses of EPO reliably increase frequencies of peripheral blood Tregs.

In sum, our studies provide evidence that EPO promotes graft survival in mice through inducing a protective myeloid cell program that promotes Treg expansion and limits donor-reactive effector T cell differentiation and function. Together with our previous work, the data support the need for testing the addition of EPO to costimulatory blockade–containing immunosuppression to prevent rejection and prolong graft survival in human transplant recipients.

## Methods

### Animals.

We purchased C57BL/6J (B6, *H-2^b^*) (catalog 000664) and BALB/cJ (*H-2^d^*) (catalog 000651) from The Jackson Laboratory or bred them from Jackson Laboratory–derived animals at the Icahn School of Medicine at Mount Sinai. Generation of EPOR^fl/fl^ mice was described previously (18). We crossed them with B6 mice expressing Cre under the CD4 promoter or under the LysM (catalog 018956) promoter (both from The Jackson Laboratory) to produce mice lacking EPOR on T cells or myeloid cells, respectively. CD4-Cre (catalog 022071) is expressed in CD4^+^CD8^+^ (double positive) thymocytes (20), which are precursors to both mature CD4^+^ and mature CD8^+^ peripheral blood T cells. We obtained TCR-Tg TEa mice (CD4^+^ reactive to I-A^b^ *+* I-Eα_52–68_) (49, 50) as a gift from Alexander Rudensky (Memorial Sloan Kettering Cancer Center) and bred them at Mount Sinai. We housed all animals in the Center for Comparative Medicine and Surgery at the Icahn School of Medicine at Mount Sinai under Institutional Animal Care in accordance with guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care International. Experiments were performed with age- and sex-matched mice and using animals that were littermates or were maintained in the same room and/or were cohoused within the same cages for more than 2 weeks to limit potential effects of microbiome differences.

### Murine heterotopic heart transplantation.

The microsurgery core in the Icahn School of Medicine at Mount Sinai performed the heterotopic heart transplantation procedures as previously described (51, 52). We defined graft failure as the day on which a palpable heartbeat was no longer detectable, and we confirmed that the graft loss was due to rejection by histological examination of the graft tissue. In selected experiments, recipient mice received 150 μg CTLA4-Ig (Abatacept, Bristol-Myers Squibb) i.p. once on postoperative day 2. For experiments testing the effects of short-term EPO administration, recipient mice received 5000 U/kg of recombinant EPO (epoetin alfa, Amgen) i.p. daily on postoperative day 0 (pretransplant) through postoperative day 2. The effects of maintenance EPO administration were evaluated by administering 5000 U/kg of epoetin alfa i.p. daily on postoperative day 0 (pretransplant) through postoperative day 2 followed by 1000 U/kg of epoetin alfa i.p. 3 times per week. In selected studies, we administered CTLA4-Ig on day 2 plus the nonerythropoietic EPOR agonist ARA290 (Araim Pharmaceuticals) at a dose of 0.5 mg/kg i.p. 3 times per week.

### Cell isolations.

Mouse spleens were passed through a 40 μm strainer (BD Falcon, Corning) to make a single-cell suspension and subsequently lysed with RBC lysis buffer (Life Technologies). Splenic APC enrichment (kit 18951, CD90.2^+^ T cell bead depletion), splenic monocyte isolation (kit 19861, negative selection), splenic CD4^+^ T cell isolation (kit 19852, negative selection), and splenic CD11b^+^ myeloid cell isolation (kit 18970, positive selection) were performed by magnetic bead isolation as per the manufacturer’s instructions (STEMCELL). For heart graft–infiltrating lymphocyte analysis, grafts were minced with scissors and treated with collagenase A (Sigma-Aldrich, 1 mg/mL in 1× PBS) for 30 minutes in a 37°C water bath prior to 40 μm strainer filtration and RBC lysis.

### Analysis of donor-reactive T cells by mixed lymphocyte reaction.

Spleen cells from transplant recipient mice were isolated in single-cell suspension and cocultured in 96-well cell culture–treated round-bottom plates in 1:1 ratio (200,000:200,000) with T cell–depleted spleen cells from donor-origin mice (or syngeneic control APCs) in complete RPMI (Gibco, Thermo Fisher Scientific) plus 10% FBS, L-glutamine, sodium pyruvate, nonessential amino acids, penicillin/streptomycin, and β-mercaptoethanol) in a 37°C incubator (5% CO_2_) overnight (18–22 hours). The following morning, GolgiPlug (Life Technologies) was added (final dilution 1:1000) and incubated for 4 hours. Positive control wells were additionally treated with PMA (10 μg/mL) and ionomycin (100 μg/mL, Sigma-Aldrich) during GolgiPlug incubation. Cells were incubated with fluorophore-conjugated antibodies and analyzed by flow cytometry. Absolute numbers of cells per spleen were calculated by multiplying the frequencies by the numbers of cells in the spleen.

### Analysis of graft-infiltrating cells.

Cell suspensions of mouse heart allografts were prepared as described above. Graft-infiltrating lymphocytes and myeloid cells were analyzed by flow cytometry using fluorophore-conjugated antibodies to cell-surface and intracellular markers. Donor reactivity of graft-infiltrating T cells was characterized by cytokine production and degranulation. Single-cell suspensions were cultured in complete RPMI in the presence of APC-conjugated CD107a (eBio1D4B) and CD107b (eBioABL-93) (eBioscience, Affymetrix) as well as GolgiPlug (final dilution 1:1000) for 4 hours (37°C, 5% CO_2_). Positive control wells were additionally treated with PMA (10 μg/mL) and ionomycin (100 μg/mL) during the 4-hour incubation. Cells were then incubated with fluorophore-conjugated antibodies and analyzed by flow cytometry.

### In vivo Treg expansion assay.

CD4^+^ T cells were isolated (>97% purity) from naive B6 TEa mice by negative selection (EasySep Mouse CD4^+^ T cell Isolation kit 19852, STEMCELL). Aliquots were stained for Foxp3 expression. Next, 20 × 10^6^ TEa^+^ CD4^+^ cells were adoptively transferred, via retro-orbital injection, into recipients on the day prior to transplantation with BALB/c hearts. Recipient mice were treated with CTLA4-Ig and/or EPO as described above. Spleen cells were harvested on postoperative day 14 and analyzed for Foxp3 expression within the CD4^+^Vα2^+^TCR^+^ gate.

### Gene expression profiling by NanoString.

B6 mice were immunized with 20 × 10^6^ BALB/c splenocytes. Recipient mice were treated with CTLA4-Ig (150 μg i.p. once on day 2, Abatacept, Bristol-Myers Squibb) with or without recombinant EPO (5000 U/kg i.p. daily, epoetin alfa, Amgen). On day 7, we isolated splenic CD11b^+^ myeloid cells by positive selection (kit 18970, STEMCELL). RNA was isolated using TRIzol (Thermo Fisher Scientific) and cleaned using RNeasy Mini Kit (Qiagen). Gene expression profiling was then performed using the nCounter Myeloid Innate Immunity panel (NanoString Technologies). 

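The factor that turned the recovered counts into the deposited values ranged from 1.27 to 1.85 in naive mice and from 0.56 to 0.79 in the other mice, although the total counts of the groups overlapped. The 10 most abundant genes took between 42.1% and 59.8% of the counts in naive mice, led by *S100a9*, and between 30.3% and 37.8% in the other groups. After the authors' scaling, the median over all genes was 7.26 ± 0.08 (SD, n = 4) on the log2 scale in naive mice, 6.53 ± 0.04 after BALB/c spleen cells alone, 6.54 ± 0.09 with CTLA4-Ig and 6.75 ± 0.06 with CTLA4-Ig and EPO. Levels in naive mice therefore lie on a scale whose median is above that of the other groups, and the text of the paper does not name what the factor was computed from.

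**Figure D2:**
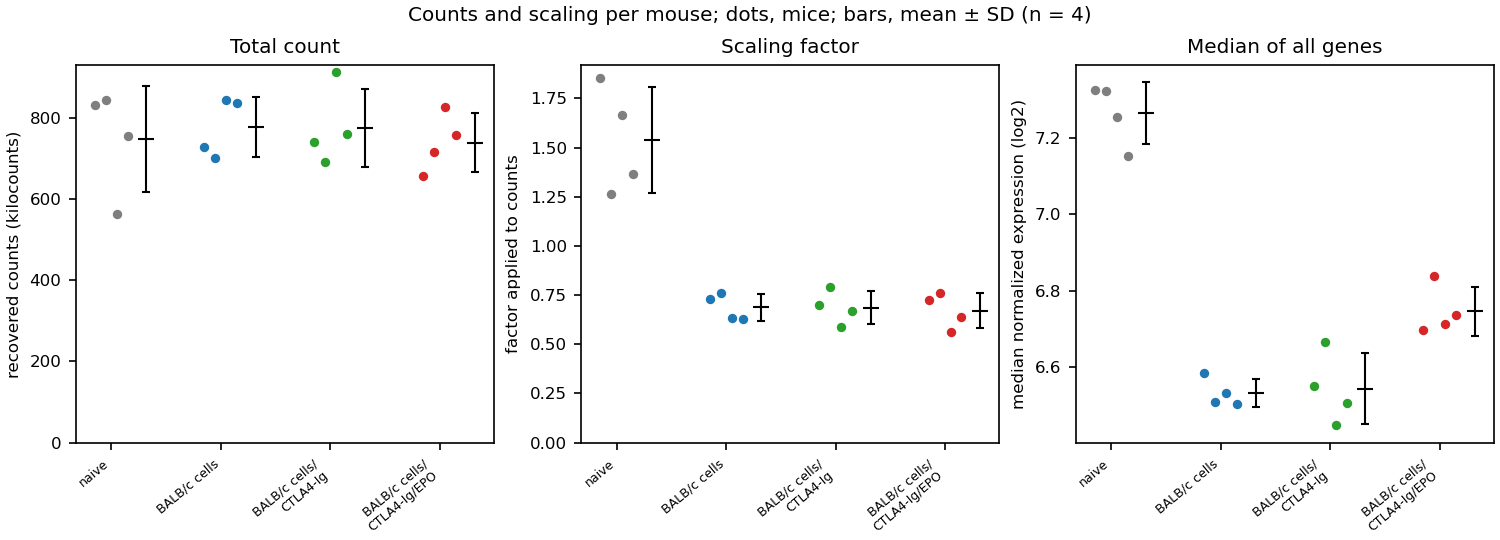
Total recovered counts in kilocounts (left), the factor applied to the counts of each mouse (middle) and the median normalized expression of all 734 genes on the log2 scale (right), by group. Dots are mice and bars are the mean ± SD of 4 mice. The 4 naive mice have factors between 1.27 and 1.85, above all other mice.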

Raw counts were imported into the R package Limma for normalization and determination of differential expression. The gene expression data have been deposited in the NCBI Gene Expression Omnibus (GEO GSE199270).

### Signaling assay for EPOR conditional knockout validation.

Single-cell suspensions of total splenocytes were plated in 96-well round-bottom plates (1 × 10^6^ cells per well in 200 μL complete RPMI) and stimulated with either anti-CD3 antibody clone 145-2C11 (1 μg/mL final) (Invitrogen) for 18 hours in a 37°C (5% CO_2_) incubator. Cells were then washed and resuspended in 200 μL HL-1 medium (Lonza) (supplemented with L-glutamine and penicillin/streptomycin) and rested in a 37°C (5% CO_2_) incubator for 2 hours prior to stimulation. The cells were stimulated with recombinant EPO (1000 U/mL) (epoetin alfa, Amgen) for 30 minutes. Phospho-STAT5 was quantified by phospho-flow cytometry.

### Antibodies and reagents.

Flow cytometry antibodies against CD3 (clone 17A2), CD4 (clone GK1.5), CD40 (clone 3/23), CD45.1 (clone A20), and CD45.2 (clone 104) were purchased from BioLegend; CD8 (clone 2.43) and CD62L (clone MEL-14) were purchased from Tonbo Biosciences; CD11b (clone M1/70), CD44 (clone IM7), CD45 (clone 30-F11), FoxP3 (clone FJK-16s), IFN-γ (clone XMG1.2), and eFluor 780 fixable viability dye were purchased from Invitrogen; CD11c (clone N418), H-2K^d^ (clone SF1-1.1.1), IL-4 (clone 11B11), IL-17a (clone eBio17B7), T-bet (clone eBio4B10), and TNF-α (clone MP6-XT22) were purchased from eBioscience (Affymetrix); CD80 (clone 16-10A1), CD86 (clone GL1), and BD Phosflow Alexa Fluor 647 Mouse Anti-Stat5 (pY694) were purchased from BD Biosciences. Fc receptors were blocked with purified anti-CD16/anti-CD32 (Fc Shield; 2.4G2; Tonbo Biosciences). All antibodies or dyes were used at a dilution of 1:400, except eFluor 780 fixable viability dye (1:1000). Intracellular cytokine and transcription factor detection were performed using FoxP3 staining buffer set per the manufacturer’s instructions (Affymetrix). Phospho-protein detection was performed using 1% paraformaldehyde fixation buffer (Electron Microscopy Sciences), BD Phosflow Perm buffer III (BD Biosciences), and wash/staining buffer consisting of 1% w/v BSA (Sigma-Aldrich) in 1× PBS (Life Technologies). All incubations were performed in the dark on ice for 20 minutes except p-STAT5 (1 hour at room temperature).

### Flow cytometric analysis.

Flow cytometric analysis was performed on a FACSCanto II (BD Biosciences) and analyzed using Cytobank or FlowJo software (Becton Dickinson).

### Statistics.

Statistical analysis was performed with GraphPad Prism software version 5. Differences between graft survival rates were assessed by Mantel-Cox log-rank test. For comparisons of 2 groups, we used Student’s *t* test (unpaired, 2-tailed). For experiments involving 3 or more groups, we used 1-way ANOVA corrected for multiple comparisons. All experiments were repeated at least twice. Data are presented as mean values with SD. *P* values of less than 0.05 were considered significant. To obtain differentially expressed genes from NanoString analysis, we performed a Limma test (54) between groups. Differentially expressed genes were identified at *P* value less than 0.05, and then were subjected to Gene Ontology function analysis (55).

### Study approval.

The murine studies were performed at the Icahn School of Medicine under IACUC-approved protocol number 0082, originally approved in May 2015, renewed for May 11, 2019, through May 11, 2022.

## Author contributions

PSH and PC (co–senior authors) jointly conceived and provided oversight for the project. They reviewed all data and contributed to data analysis, writing, editing, and figure production. Order of senior authorship was agreed upon by mutual discussion. JCM, PC, and PSH cofunded the project. JKH and SB are listed as co–first authors. The order of their authorship was decided upon via mutual discussion: JKH initiated the project, performed and analyzed the majority of experiments, analyzed data, and prepared figures (Figures 1–4). SB took over the work when JKH left, completed all ongoing experiments and analyses, repeated several experiments to increase numbers, assisted with the gene expression analyses, and edited the manuscript. PSH developed the conditional EPOR-knockout mice. JKH and SB both contributed to writing and editing the manuscript. KSK performed the NanoString analyses in Figure 5. RLF oversaw the NanoString experiments and contributed to writing and editing of the manuscript. ZY and WZ performed the gene expression analyses and statistical comparisons for the results shown in Figure 5. VIP and YL performed the heterotopic heart transplants in mice.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
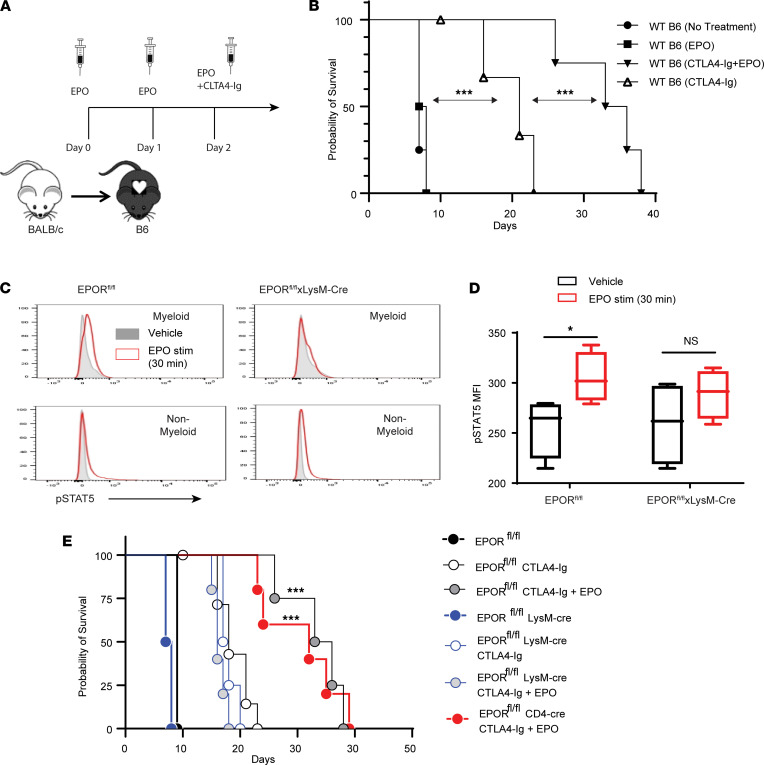
EPO synergizes with CTLA4-Ig to prolong heart transplant survival through ligation of EPOR expressed on myeloid cells. (**A**) Schematic of design and treatment regimen. (**B**) Survival of BALB/c hearts transplanted into WT B6 recipients and either not treated (*n =* 3) or treated with EPO alone (*n =* 3), CTLA4-Ig alone (*n =* 4), or EPO+CTLA4-Ig (*n =* 5). Results compared among groups by Kaplan-Meier (log-rank) survival analysis. (**C**) Representative flow cytometry plots of intracellular pSTAT5 in splenic myeloid or nonmyeloid cells obtained from EPOR^fl/fl^ or EPOR^fl/fl^ LysM-Cre animals 30 minutes after in vitro treatment with vehicle or EPO as indicated. (**D**) Quantified results (*n =* 3/group) of pSTAT5 in splenic myeloid cells isolated from EPOR^fl/fl^ or EPOR^fl/fl^ LysM-Cre animals 30 minutes after in vitro treatment with vehicle or EPO. Statistics in **D** compared by 2-tailed Student’s *t* test. Representative of 2 independent experiments. (**E**) Survival of BALB/c hearts transplanted into B6 EPOR^fl/fl^, EPOR^fl/fl^ LysM-Cre, or EPOR^fl/fl^ CD4-Cre recipients and treated with or without CTLA4-Ig and with or without EPO as indicated. Results compared among groups by Kaplan-Meier (log-rank) survival analysis. *n =* 6 per group except for untreated EPOR^fl/fl^ and EPOR^fl/fl^ LysM-Cre (*n =* 3/group). *P < 0.05; ***P < 0.001; NS, not significant.

**Figure 2:**
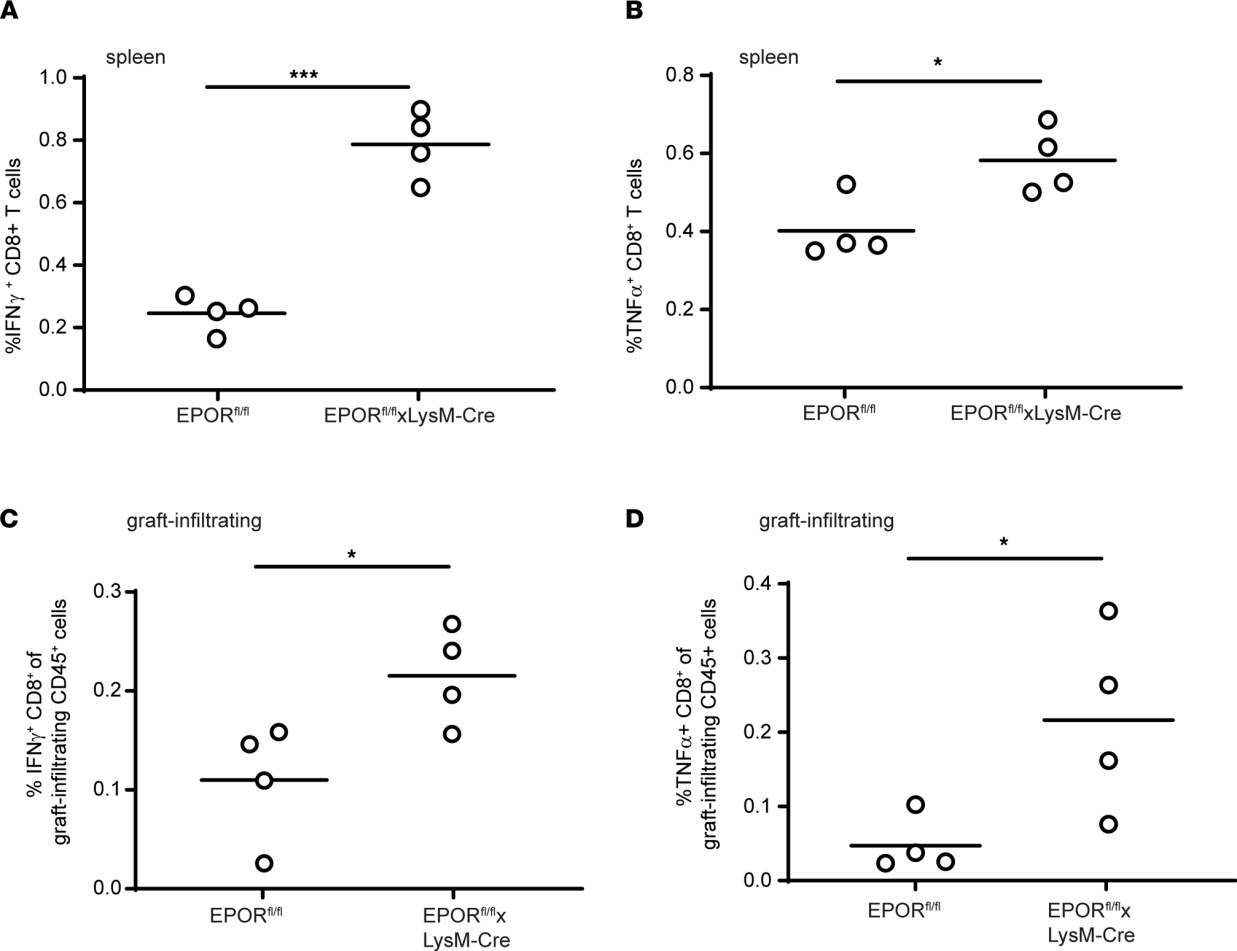
Absence of EPOR from recipient myeloid cells augments donor-reactive T cell immunity. (**A** and **B**) Frequencies of splenic donor-reactive IFN-γ (**A**) and TNF-α producers (**B**) analyzed by flow cytometry on day 14 after transplanting BALB/c hearts into B6 EPOR^fl/fl^ or EPOR^fl/fl^ LysM-Cre recipients treated with a single dose of CTLA4-Ig plus EPO as in Figure 1A. (**C** and **D**) Frequencies of graft-infiltrating IFN-γ– (**C**) and TNF-α– producing (**D**) lymphocytes (flow cytometry) on day 14 after transplanting BALB/c hearts into B6 EPOR^fl/fl^ or EPOR^fl/fl^ LysM-Cre recipients treated with a single dose of CTLA4-Ig plus EPO as in Figure 1A. Each symbol is mean of 2 to 3 replicates. For each panel, results between the 2 groups were analyzed using 2-tailed Student’s *t* test. *P < 0.05; ***P < 0.001.

**Figure 3:**
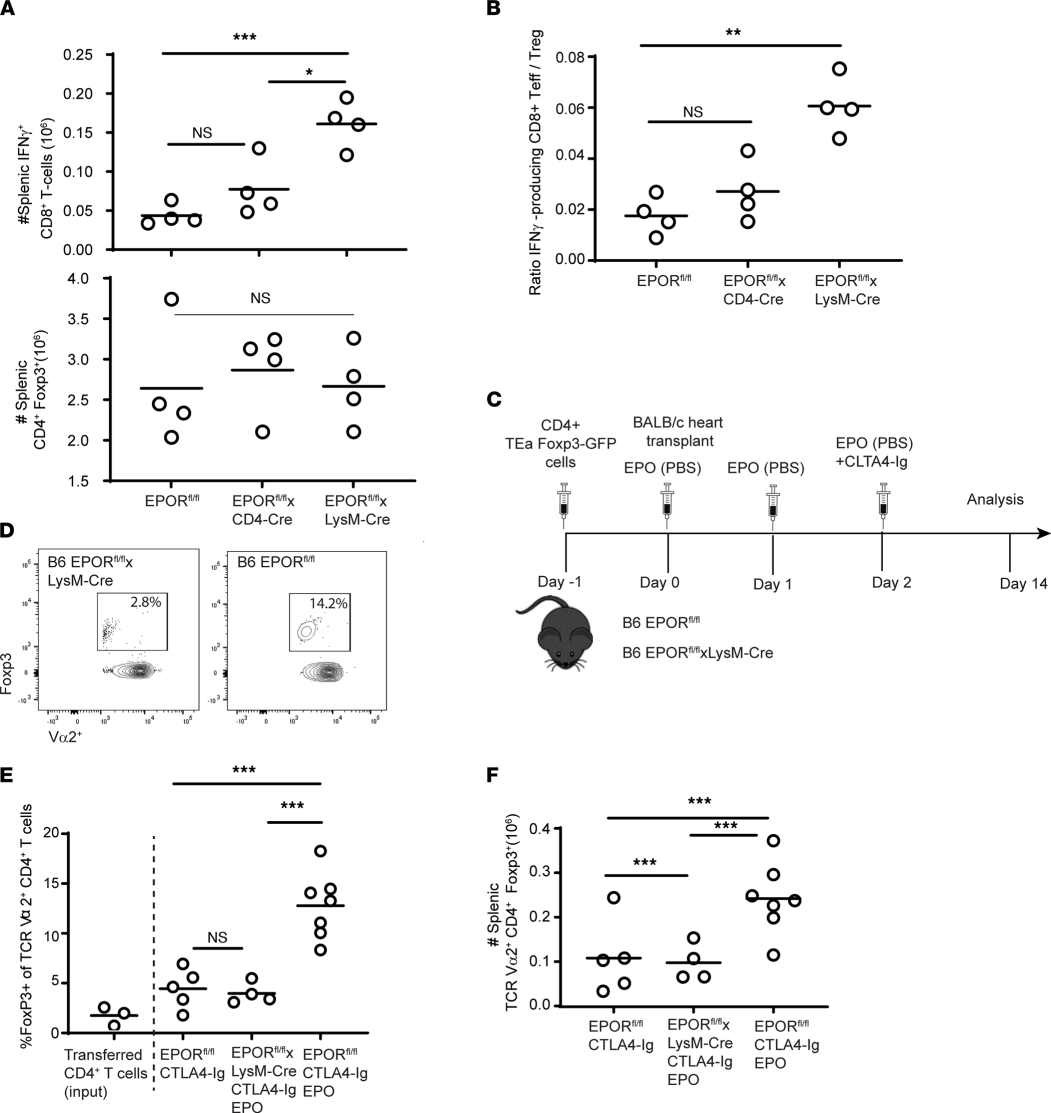
EPO ligation of myeloid cell EPOR expression expands peripheral donor-reactive CD4^+^Foxp3^+^ T cells. (**A** and **B**) Numbers of splenic donor-reactive IFN-γ–producing CD8^+^ T cells (top) and CD4^+^Foxp3^+^ T cells (bottom) by flow cytometry, and calculated ratios of CD8^+^ IFN-γ–producing CD8^+^ and CD4^+^Foxp3^+^ T cells (Tregs) in each animal (**B**) on day 14 after transplanting BALB/c hearts into B6 EPOR^fl/fl^, EPOR^fl/fl^ LysM-Cre, and EPOR^fl/fl^ CD4-Cre recipients (all treated with a single dose of CTLA4-Ig plus EPO as in Figure 1A). (**C**) Schematic of experimental design. (**D**–**F**) Representative flow plots showing Foxp3 expression gated on CD4^+^Vα2^+^ cells (**D**), quantified frequencies of splenic CD4^+^Foxp3^+^Vα2^+^ TEa T cells (**E**), and absolute numbers of splenic CD4^+^Foxp3^+^Vα2^+^ TEa T cells (**F**) on day 14 after adoptive transfer into EPOR^fl/fl^ or EPOR^fl/fl^ LysM-Cre recipients of BALB/c heart grafts treated with CTLA4-Ig with or without EPO as indicated. Each symbol represents the mean of *n =* 2 to 3 replicate assays from each animal. Comparisons performed using 1-way ANOVA corrected for multiple comparisons among paired groups. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant. Teff, effector T cell.

**Figure 4:**
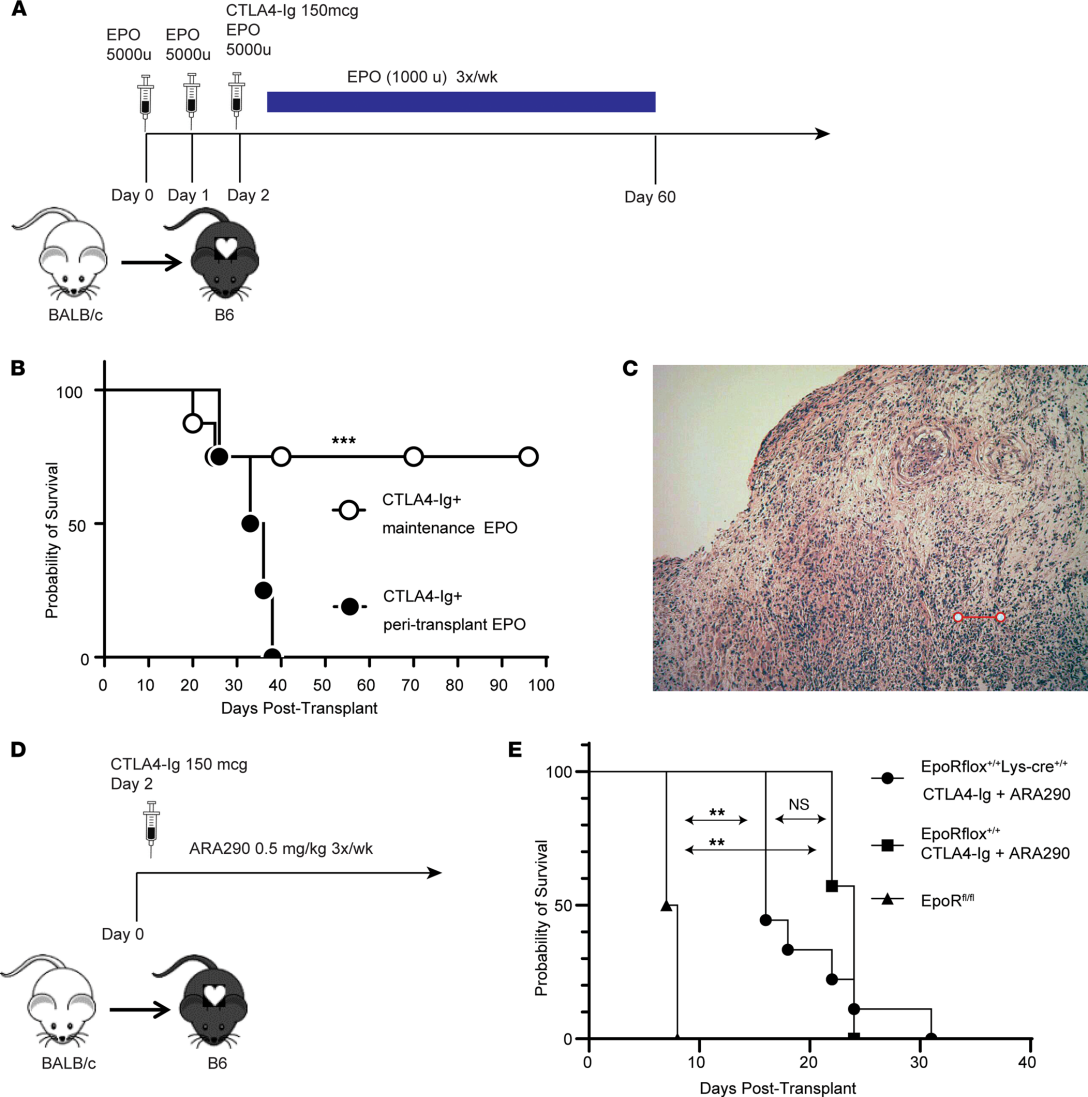
Chronic treatment with EPO but not with a nonerythropoietic EPOR agonist ARA290 prolongs heart graft survival. (**A**) Schematic of treatment protocol for maintenance EPO administration. (**B**) Kaplan-Meier survival analysis of BALB/c hearts transplanted into CTLA4-Ig–treated recipients plus EPO either peritransplant or 3 times per week until day 60 (maintenance). (**C**) Representative photomicrograph of H&E-stained allograft from a recipient given chronic maintenance EPO through day 60 and harvested on day 90 after transplant, showing diffuse mononuclear cell infiltration consistent with rejection (scale bar: 200 μm). (**D**) Schematic of treatment protocol for ARA290 administration. (**E**) Kaplan-Meier survival analysis of BALB/c hearts transplanted into CTLA4-Ig–treated recipients plus ARA290 3 times per week. **P < 0.01; ***P < 0.001; NS, not significant.

**Figure 5:**
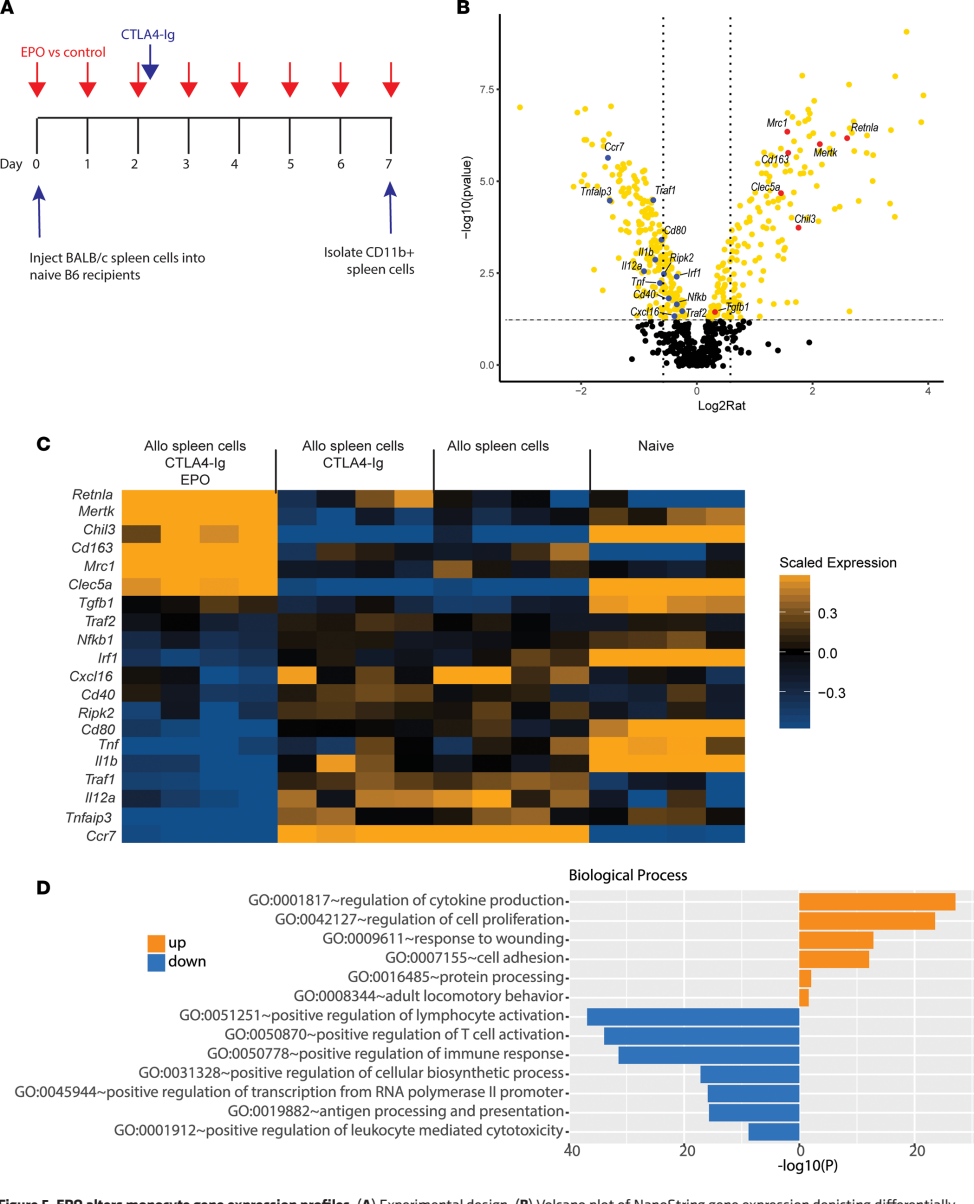
EPO alters monocyte gene expression profiles. (**A**) Experimental design. (**B**) Volcano plot of NanoString gene expression depicting differentially expressed genes (yellow) by Limma test (upregulated to the right) for monocytes isolated from B6 mice injected with BALB/c spleen cells/CTLA4-Ig/EPO versus BALB/c spleen cells/CTLA4-Ig, *n* = 4/group. Selected upregulated or downregulated genes are annotated in red or blue, respectively; *x* axis fold-change, vertical lines drawn at 1.5-fold; *y* axis adjusted *P* value, horizontal line drawn at adjusted *P* value = 0.05. (**C**) Multigroup heatmap demonstration of key upregulated or downregulated genes. (**D**) Bar chart of significantly enriched biological processes of differentially upregulated or downregulated genes comparing BALB/c spleen cells/CTLA4-Ig/EPO with BALB/c spleen cells/CTLA4-Ig.

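At the 1.5-fold lines, 271 genes combined an adjusted *P* value below 0.05 in limma with a change of at least that size, 126 of them higher and 145 lower with EPO. The largest changes were in genes that are not annotated in the plot. *Ccl24* rose from 4.06 ± 0.15 to 8.09 ± 0.44 (SD, n = 4 mice each, normalized log2 expression), a log2 fold change of 4.04 with a standard error of 0.25 (adjusted *P* value 1.37e-08). *Prg2* rose by 3.92 on the log2 scale, *Lpl* by 3.65, *Pdzk1ip1* by 3.53 and *Tspan8* by 3.49. Among all 734 genes, *Lpl* had the smallest adjusted *P* value, 5.33e-11. *Il1r2*, which encodes a decoy receptor of IL-1, fell from 10.07 ± 0.10 to 6.99 ± 0.37, a log2 fold change of -3.08 (standard error 0.19, adjusted *P* value 1.23e-08), followed by *Ctla4* (-2.04), *Cd28* (-1.97), *Egr3* (-1.96) and *S1pr1* (-1.93). *Pdzk1ip1* and *Tspan8* were low without EPO, at 2.48 ± 0.51 and 3.28 ± 0.27, so the size of their rise depends on few counts.

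**Figure D3:**
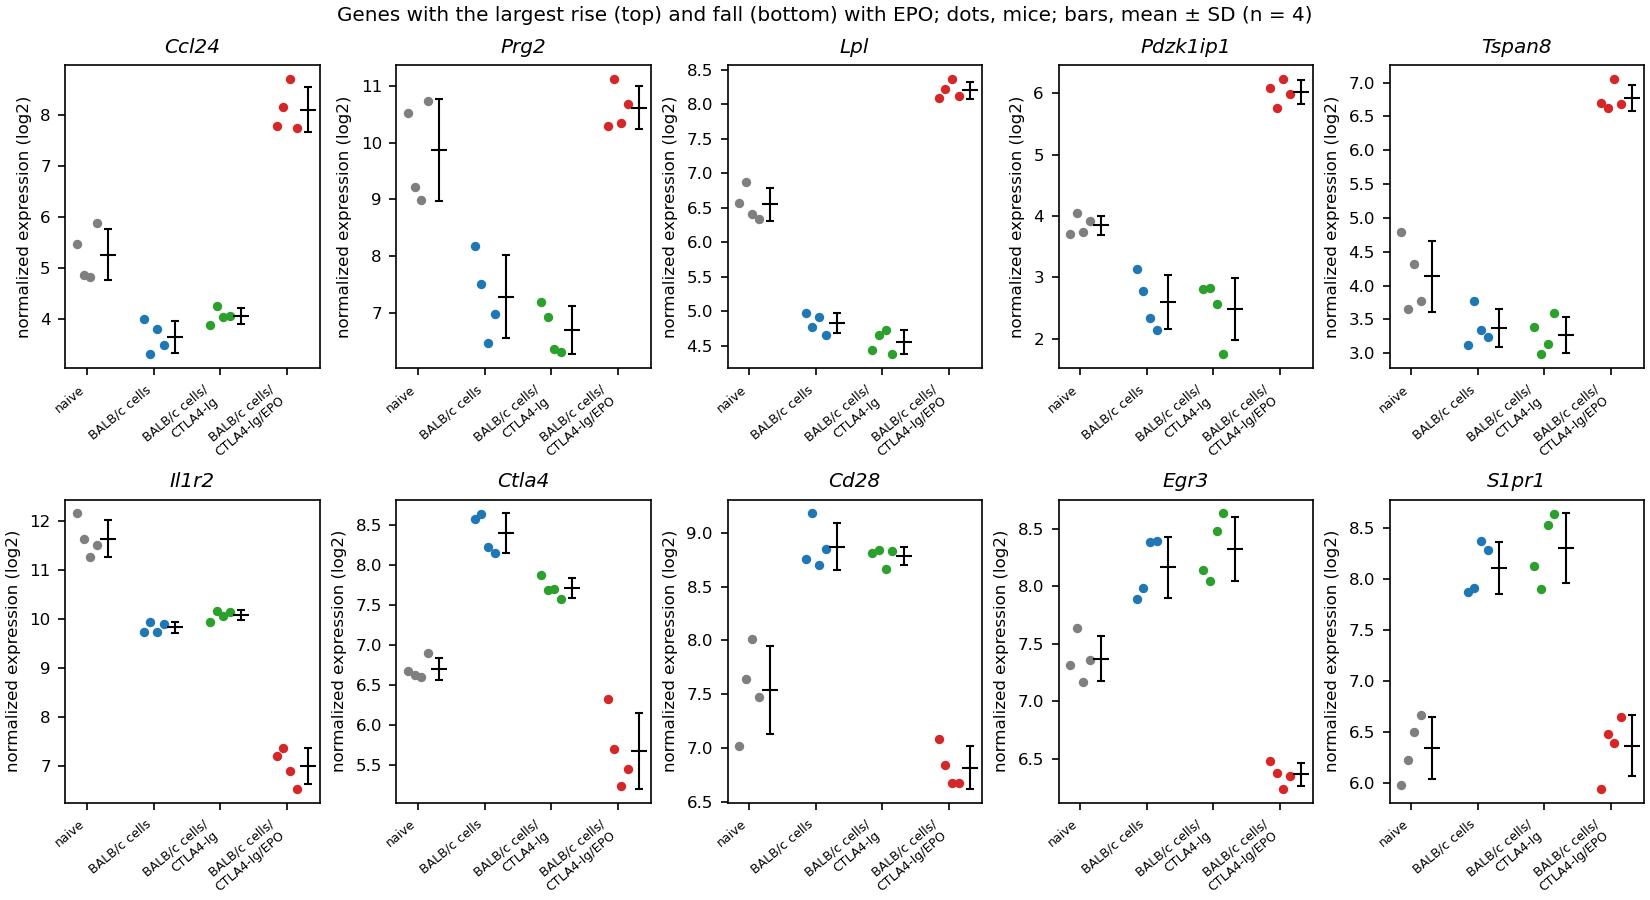
Normalized expression on the log2 scale of the 5 genes with the largest rise (top) and the 5 with the largest fall (bottom) between BALB/c spleen cells/CTLA4-Ig and BALB/c spleen cells/CTLA4-Ig/EPO, in all 4 groups. Dots are mice and bars are the mean ± SD of 4 mice. In each gene, the 4 mice with EPO lie on one side of the 4 mice with CTLA4-Ig alone, as in *Ccl24*, at 8.09 ± 0.44 against 4.06 ± 0.15.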

# Supplementary material for: Linking erythropoietin to Treg-dependent allograft survival through myeloid cells
**Source:** JCI Insight. 2022 May 23;7(10):e158856. doi: 10.1172/jci.insight.158856
**Supplement:** Supplemental data

## Supplemental Figure 1

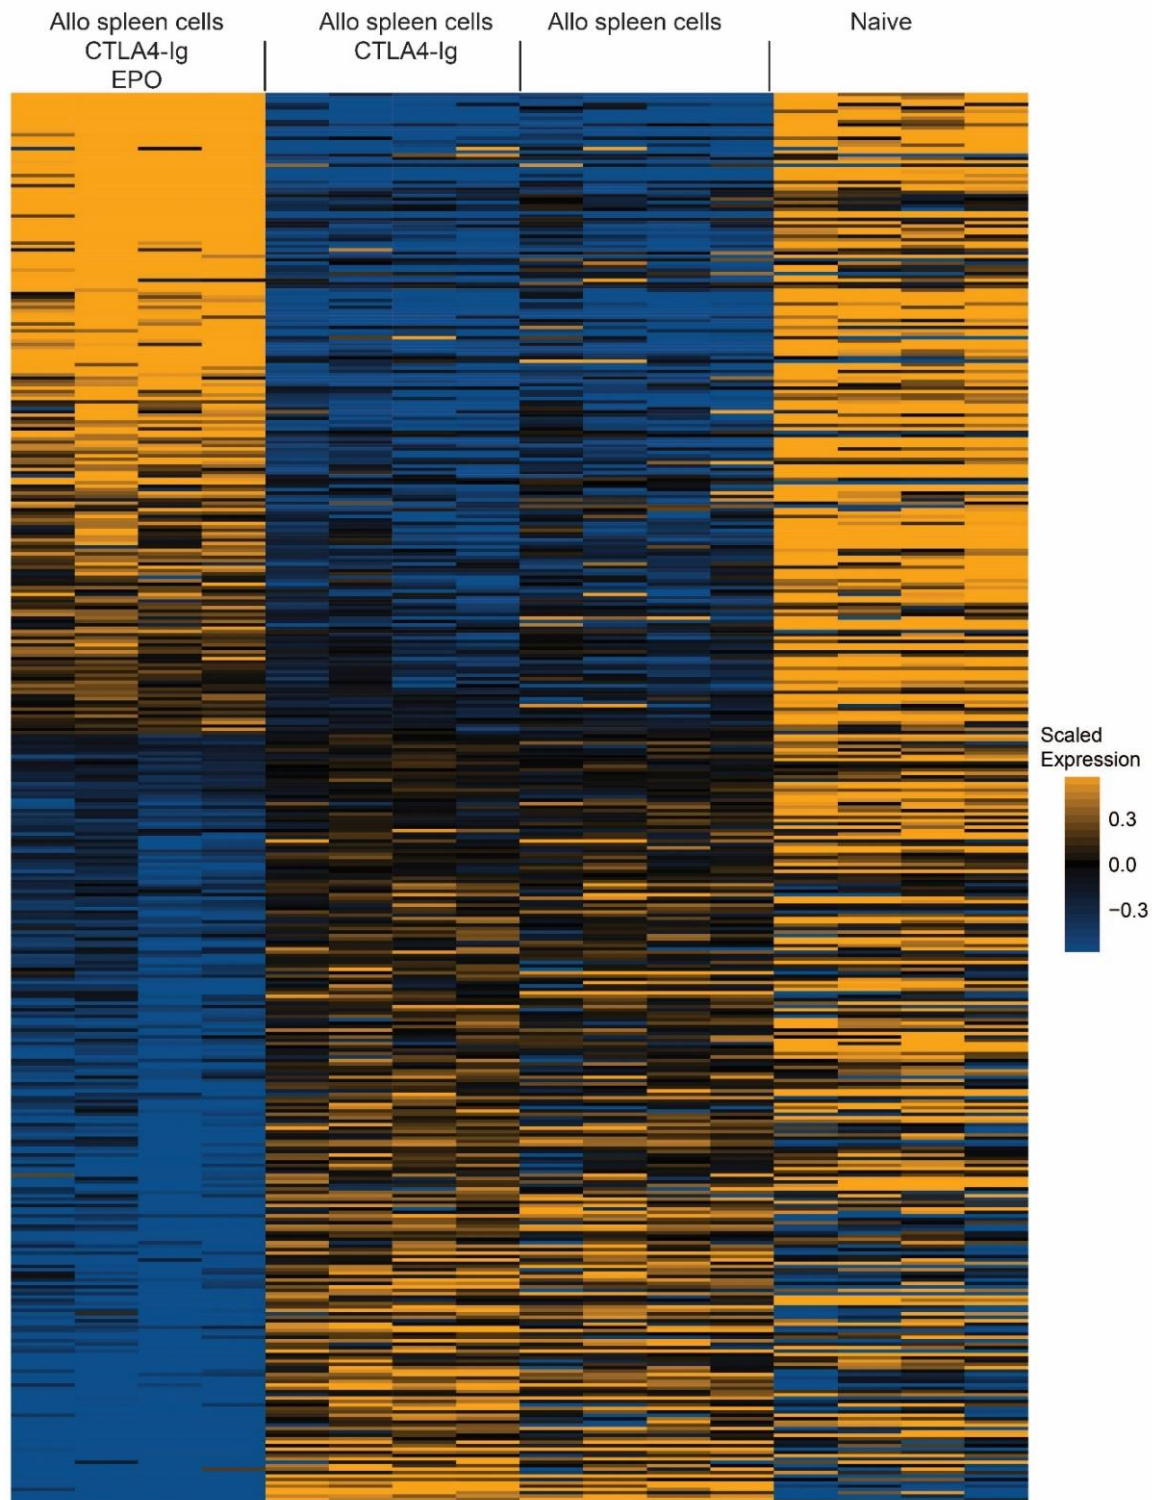

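The genes called between the groups with and without EPO were also compared with naive mice. On the authors' scale, expression was higher in naive mice than after BALB/c spleen cells alone by a median of 0.65 (log2) over all genes, so these comparisons carry that offset. Of the 167 genes higher with EPO, 133 were higher in naive mice than after BALB/c spleen cells alone and 7 were lower (limma, adjusted *P* value below 0.05), with a median difference of 1.04. Of the 208 genes lower with EPO, 74 were higher and 61 lower in naive mice, with a median difference of 0.13. For the 359 genes not called with EPO, the median difference was 0.86. After each mouse was centred on its median, the genes higher with EPO comprised 77 that were higher and 31 that were lower in naive mice, and the genes lower with EPO comprised 19 and 133.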

Muti-group heatmap demonstration of all differentially expressed genes from Limma test between splenic macrophages isolated from animals treated with donor spleen cells, CTLA4-Ig and EPO vs donor spleen cells + CTLA4-Ig alone (see Schematic in Figure 5A).

How the deposited data were processed for this re-analysis (not part of the article)

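Gene expression was measured in CD11b+ spleen cells of 16 B6 mice with a NanoString nCounter panel of myeloid innate immunity genes, which counts mRNA molecules without amplification. The 4 groups of 4 mice were naive mice and mice given BALB/c spleen cells alone, with CTLA4-Ig, or with CTLA4-Ig and EPO. Samples were grouped by their names and treatment fields. The authors imported the raw counts into limma, normalized them and deposited log2 values for 734 genes, with a column per mouse and no pooling. The deposited log2 values are the log2 of whole counts times a single factor per mouse, and the paper's text does not name what the factor was computed from, nor any background subtraction. The counts recovered from them were whole to within 0.001 for 100% of values, with a largest deviation of 0.00038. The lowest recovered count was 1, which holds for 0.843% of values and may be a true 1, a 0 raised to 1 or a count with 1 added. Total recovered counts lay between 562760 and 912328 per mouse, and low genes such as *Il12a* and *Pdcd1* have the least precise values. Of 30 common reference genes looked for, 0 are in the table used here. Gene symbols were matched to a RefSeq gene table of the GRCm38.p6 assembly, used for names only, 724 by current symbol, 9 by synonym and 1 without a match. *Epor* and *Csf2rb* are not among the genes analysed here.

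Replicates were compared before they were averaged. The chi-square statistic per degree of freedom between recovered counts of mice in the same group was at least 5.10, so no pair was within sampling noise. A limma model (version 3.58.1, R 4.3.3) of the 4 group means was fitted to all 16 mice, with 3 contrasts (BALB/c spleen cells alone minus naive, CTLA4-Ig minus BALB/c spleen cells alone, and CTLA4-Ig/EPO minus CTLA4-Ig), limma's moderated F-test over the 4 groups, and Benjamini-Hochberg adjustment over all genes with a threshold of 0.05, without a filter. Tests were two-sided. Lists of marker genes were written from general knowledge and tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation, where at least 3 genes of the list were in the table. The lists were antigen presentation, B cell, classical monocyte, dendritic cell, efferocytosis, interferon response, neutrophil, NK cell, proliferation, red pulp macrophage, T cell, T cell costimulation, and wound response and matrix. The text names every gene that the paper names or annotates in Figure 5, the 5 genes with the largest rise and the 5 with the largest fall with EPO among called genes without overlap between groups, the 3 largest in each direction for the other contrasts by the same rule, and members of reported lists. *Irf8* was named after its values were seen.

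The comparison of CTLA4-Ig with CTLA4-Ig/EPO was tested on simulated data before use. With 200 of 734 genes changed, 76.5% of the changed genes were recovered, 86.7% of those changed at least 2-fold, and 4.97% of calls were false. This was a single draw with independent genes, known scaling factors and the CTLA4-Ig mean levels in all groups. Its shares therefore do not cover genes that vary together or an uncertain scaling factor. The sample names number the mice 1 to 4 in each group. Mice with the same number in the CTLA4-Ig and CTLA4-Ig/EPO groups deviated together from their group means, with a correlation between 0.143 and 0.183 over genes in the 4 pairs. The numbers were taken to pair these groups from the values alone. These correlations were not tested against chance, and those between BALB/c spleen cells alone and CTLA4-Ig lay between 0.016 and 0.293, so the pairing is an assumption. A fit with the replicate number as a block called 400 genes with EPO.

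The tests, the marker lists and most alternatives were fixed before the data were examined. These alternatives were unadjusted *P* values, a 1.5-fold minimum, a fit of the 2 groups compared, trended and robust moderation, array weights, the methods' t-test, centring on medians, quantile normalization, a filter on the lowest 25% of genes, the replicate block and leaving out each mouse in turn. Chosen after the data were seen were the combination of 2 groups with unadjusted *P* values, limma-voom on recovered counts, and 4 further lists (eosinophil, granulocyte progenitor, basophil and mast cell, and a wider T cell list). Centring on reference genes could not be run without such genes, and gene ontology terms were not used here. Figures and tests of recovered values used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.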

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

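Of the tests in this part, those of the naive scaling factor, of the number of molecules counted, and of *Il1b*, *Tnf*, *Irf1*, *Cd80* and the exchanged group names were chosen only after the result was seen, as were the eosinophil and granulocyte progenitor lists and *Irf8*.

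Single mice stood apart from the other 3 of their group in 5 of 144 sets of 4 values examined for the named genes, where chance gives 7.2. *Nfkb1* was 9.87 (log2) in CTLA4-Ig replicate 4 and between 10.03 and 10.05 in the others. *Il12a* was 4.66 in CTLA4-Ig replicate 2, at 32 recovered counts, and between 5.15 and 5.20 in the others. *Tspan8* was 7.05 in CTLA4-Ig/EPO replicate 3 and between 6.63 and 6.70 in the others. *Cd28* was 8.66 in CTLA4-Ig replicate 3 and between 8.81 and 8.84 in the others. These 4 values are no more than chance gives, and no biological explanation was tested for them.

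*Csf3r* was 8.51 in CTLA4-Ig replicate 2 and between 7.45 and 7.62 in the other mice of the group. More neutrophils in that sample is a candidate explanation. Of the 11 other genes of the neutrophil list, 8 were higher in that mouse than the mean of the others, with a median difference of 0.16 on the log2 scale. Over all 734 genes, 66.2% were higher in that mouse, with a median difference of 0.12, so most of the median of the list is an offset of the whole sample. Against that offset, 7 of the 11 genes were higher, led by *Cxcr2* (1.24), *Mmp8* (0.65), *Mmp9* (0.52) and *S100a9* (0.52). *Camp*, *Ctsg*, *Elane* and *Ly6g* lay below it. These values of a single mouse neither support nor exclude more neutrophils. How the median of the list was to be read was settled after its value was known.

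*Irf8* was 0.89 in naive replicate 1, a recovered count of 1, and between 9.64 and 9.87 in the other naive mice, with at least 560 counts each. With all mice, its log2 difference between BALB/c spleen cells alone and naive mice was 2.37, and 0.15 without that value. The cause of the value was not tested, and no biological explanation was tested.

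Between naive mice and mice given BALB/c spleen cells alone, 516 genes differed, which the paper does not count. Of the 35 splits of these 8 mice, 1 gave as many genes, the real one, which argues against a random division of the mice. However, 1 of 35 is the smallest share these splits can give, and they cannot address a scaling or label shared by a whole group. Of the called genes, 83.1% were lower after BALB/c spleen cells. A few genes taking most of the counts is argued against as the source of this majority. It would hold the other genes down in naive mice, and the share of lower genes rose from 28.8% on total counts to 42.3% when the 10 most abundant genes were left out of the totals. The prediction written for it concerned the gap between total counts and medians, which did narrow, and not the direction of the majority. How this test and the next one were to be read was settled after their values were known. Fewer molecules counted in naive mice would also act downward there before scaling, and is argued against as well. The totals of 3 of the 4 naive mice lay above the lowest total of the other mice, and without the lowest 25% of genes, where counts near the floor weigh most, 79.4% of called genes were still lower. Without the 10 most abundant genes, the totals of 3 of the 4 naive mice did lie below those of all other mice (325822 to 466343 counts in naive mice, at least 442292 in the others), but a shortfall of this kind could raise naive levels only through the factor that makes up for it. The scaling factor of the naive samples stays open. The share after centring on medians was 44.7%, but centring largely fixes it, so it cannot be told apart from a real shift of most genes. An effect of the injected cells themselves stays open too, as does a change in the makeup of the selected cells, which was not tested at this step. The marker lists moved apart here, although no list test was run (medians of naive mice minus BALB/c spleen cells alone, log2). Neutrophil genes were at 3.78 and classical monocyte genes at 2.74, against 0.65 for all genes. B cell genes were at -1.48 and T cell genes at -1.33.

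*Il1b*, *Tnf*, *Irf1* and *Cd80* were highest in naive mice. For *Il1b*, the scaling factor of the naive samples is argued against as the whole source, since its log2 difference after centring was -3.45. Of *Tnf*, *Irf1* and *Cd80*, 0 were lower at a limma adjusted *P* value below 0.05 after centring, which is consistent with the scaling factor as a source. *Tnf* and *Cd80* were no longer lower (0.24 and 0.10), whereas *Irf1* remained lower without passing the threshold (-0.26, adjusted *P* value 0.0654). An exchange of the labels naive and allo, which 1 field of the labels would give, predicts genes that differ between the groups named BALB/c spleen cells alone and CTLA4-Ig. In limma, 0 differed (70 unadjusted), which an exchange combined with a complete block by CTLA4-Ig would also give, so this cannot be told apart.

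Eosinophil genes, which the paper does not discuss, had a median log2 fold change of 2.03 with EPO (8 genes, camera adjusted *P* value over the 4 further lists 0.0162). Of these, 5 were higher and *Il5ra* was lower. The most abundant with EPO was *Prg2*, at 10.61 with EPO and 6.69 without, where *Ccr3* was higher at 7.21. A single mouse with many eosinophils is argued against, since the median stayed at 1.99 or more with each of the 8 mice compared left out. More cells of the eosinophil lineage in the selected cells may contribute, since the genes moved together between mice of a group more than 97.9% of random lists matched on expression did. A change of expression within cells stays open.

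Granulocyte progenitor genes had a median log2 fold change of 2.55 (6 genes, adjusted *P* value 0.0379). *Mpo*, *Elane*, *Ctsg* and *Fcnb* were higher and *Kit* was lower, and *Mpo*, the most abundant, was 10.45 with EPO and 7.57 without. The neutrophil list holds 3 of the 6. More myeloid progenitors in the selected cells is consistent with their joint movement between mice, above 99.2% of random lists, which a change of expression within cells would also allow. The basophil and mast cell list was not called (median 0.50, adjusted *P* value 0.15).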

How the results depend on the processing

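In this part, the tests with limma-voom on recovered counts and with 2 groups at an unadjusted *P* value were chosen only after the data were seen.

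The count of genes changed by EPO (375) lay between 271 and 418 under the alternatives and between 344 and 370 with each of the 8 mice compared left out. Leaving out a mouse of the other groups, which only enters the estimate of the spread, gave up to 387 (without naive replicate 1). The 4-group count (626) lay between 509 and 635, and between 599 and 623 with each of the 16 mice left out. The count between BALB/c spleen cells alone and naive mice (516) lay between 418 and 534, and between 481 and 497 with each of the 8 mice compared left out, and up to 521 without a mouse of the other groups (CTLA4-Ig/EPO replicate 3). Of the 35 splits of the mice with and without EPO, 1 gave as many changed genes, and of 100 splits drawn for the 4 groups also 1, the real one in each. This argues against a random division of the mice, although these are the smallest shares such splits can give. A scaling shared by a whole group is not addressed by them. Among the 8 splits that part all 4 pairs of equal replicate number, the real one was the only 1 with any changed gene. The direction of the EPO calls followed the scaling. The share that was lower was 55.5% as deposited, 68.7% after centring and 44.4% with limma-voom on total counts.

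CTLA4-Ig against BALB/c spleen cells alone gave 0 genes in limma, but 70 at an unadjusted *P* value, 76 by the methods' t-test unadjusted and 66 in the 2-group fit unadjusted, because those thresholds carry no adjustment. With each of the 16 mice left out, the count lay between 0 and 1, with 1 gene without allo replicate 1, 1 without allo replicate 3 and 1 without naive replicate 4. Other splits of the mice say nothing about this step, since all 35 reach a count of 0 whatever the data.

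The heatmap sequence held for 14 genes, and for 8 with a 1.5-fold minimum, since that minimum removes small changes. With each of the 16 mice left out, it held for between 10 and 14 genes, with 10 without CTLA4-Ig/EPO replicate 4. Of 13 marker lists, 10 were called, and 6 after the filter on the lowest 25% of genes and 0 with an estimated correlation (the cause was not tested for either). With each of the 8 mice compared left out, 9 to 10 were called. Of the 35 splits, 4 gave as many lists, so chance is not excluded for their number. The same holds among the 8 splits that part all 4 pairs, where 3 did.

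For the genes named at the claims, 0 EPO effects changed direction under the alternatives that kept all mice, where 429 values kept their call and 20 were no longer called. With each of the mice compared left out, 17 values were no longer called and 223 kept their call. Differences from naive mice were reversed in 15 values, all under another scaling. After centring, *Mertk* changed by 0.31 (log2), *Nfkb1* by 0.52, *Cd80* by 0.10 and *Tnf* by 0.24 after BALB/c spleen cells. After quantile normalization, the changes were 0.24 for *Mertk*, 0.039 for *Tgfb1*, 0.67 for *Nfkb1*, 0.089 for *Cd80* and 0.17 for *Tnf*. With limma-voom on total counts, they were 0.67 for *Mertk*, 0.25 for *Tgfb1*, 0.88 for *Nfkb1*, 0.10 for *Irf1*, 0.46 for *Cd80* and 0.60 for *Tnf*. The median of all genes moved from -0.65 as deposited to 0.08 after centring, 0.15 after quantile normalization and 0.44 on total counts, which is the size of shift that turns these small differences.

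The replicate block called 400 genes with EPO, 182 higher and 218 lower, and 9 lists. It changed the call of the dendritic cell list, and no other list and none of the counts by over 1.5 times. Centring on reference genes was not run. Counts near 1 limit the lowest genes.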

Differences from the paper's values

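With the deposited values and the fit of all mice, no count in the paper was more than 1.5 times the count here, or the reverse, which is the limit used for a difference in size, although the directions differ as given next. Other settings passed that limit. Against the paper's 228 genes higher with EPO, 126 were higher after centring on medians and 126 with a 1.5-fold minimum, and the sequence in the heatmap held for 8 of its 20 genes with that minimum, for 11 in the fit of the 2 groups, for 13 with array weights, for 11 and 13 by the methods' t-test with and without adjustment, and for 10 to 13 in most of the fits that left out a mouse. In the fit of all mice, the log2 fold changes read by eye from Fig. 5B lay within the replicate SD of those computed here. After centring on medians, *Ccr7* (-1.72 against a reading of -1.5), *Traf1* (-0.98 against -0.76) and *Cd80* (-0.79 against -0.62) lay outside it. The readings may not have been blind to the values computed here, so this is not an independent comparison.

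The paper states that EPO raised more genes than it lowered. Here, more were lower than higher, 208 against 167. In the fit of the 2 groups alone with unadjusted *P* values, a combination chosen after seeing the values, 190 were higher and 228 lower, the numbers the paper gives with the directions exchanged, and all 20 of the paper's annotated genes stayed past the threshold, so it drops 0 of them. With limma-voom on total counts, also chosen after seeing the values, 189 were higher and 151 lower.

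The paper describes the genes of its heatmap as altered by BALB/c spleen cells against naive mice. Here, that step was called for 14 of 20 genes and not for *Retnla*, *Mrc1*, *Traf2*, *Cd40*, *Ripk2* and *Tnfaip3*. After centring on medians and after quantile normalization, settings fixed before the data were examined, and with limma-voom on total counts, chosen after seeing the values, all 6 were called. These settings did not extend the change to all 20 genes. After centring, *Mertk*, *Tgfb1*, *Irf1*, *Cd80* and *Tnf* were no longer called at that step (adjusted *P* values 0.149, 0.458, 0.0654, 0.465 and 0.314), so that 15 of 20 were, and the whole sequence held for 15 genes after centring, 14 after quantile normalization and 14 with limma-voom on total counts. The array weights fit called *Retnla*, as did 2 of the 8 fits that left out a mouse.

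The legend of Fig. 5B describes its vertical axis as an adjusted *P* value, and the axis itself is printed as the -log10 of a *P* value.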

Other observations

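In this part, the tests of the direction of the EPO calls and of the red pulp macrophage list, and the wider T cell list, were chosen only after the result was seen.

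More genes were lower than higher with EPO. The scaling factor of the samples is a candidate source of that majority, since 44.4% of called genes were lower when samples were scaled by total counts, although 68.7% were lower after centring on medians. The direction of the majority therefore stays open.

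Red pulp macrophage genes were higher with EPO. The 10 genes of the list that the paper does not annotate had a median log2 fold change of 1.82. This does not separate more macrophages of this kind in the selected cells from a change of expression within cells, and both stay open.

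T cell genes were lower with EPO (wider list of 9 genes, median log2 fold change -1.28, camera adjusted *P* value 0.000118), and 8 of the 9 were called. Its most abundant gene without EPO was *Cd28*, at 8.79 (log2) without EPO and 6.82 with it, where *Cd247* was higher at 7.33. The first T cell list holds 3 of the 9. Fewer T cells in the selected cells is consistent with their joint movement between mice, above 99.7% of random lists, which a change of expression within cells would also allow. Fewer lymphocytes carried through the CD11b selection may also apply. The lower lymphocyte genes were not confined to T cell genes, since all 3 B cell genes were called lower (median -0.97). Their fall was smaller than that of the first T cell list (median -1.97), and whether a single loss of lymphocytes covers both stays open.

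The EPO effect was compared across genes with the difference between naive mice and mice given BALB/c spleen cells alone, as a hypothesis that EPO moved genes toward their naive level. Spearman's rho across genes, which are not independent replicates, was 0.47, and Pearson's r was 0.40. Of 35 splits of the mice with and without EPO, 4 gave a rho as large, so chance is not excluded. With the replicate numbers taken as pairs, an assumption made from these same values, 8 splits part all 4 pairs, and only the real one had a rho as large. Among the others, the rho largest in size was -0.456 and the largest positive one was 0.452. However, 1 of 8 is the smallest share these splits can give. The other 27 splits kept at least 1 pair together and reached 0.531.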
